A study of Mus musculus with 12 samples. Its data were reported in "Spatial and Single-Cell Transcriptional Profiling Identifies Functionally Distinct Human Dermal Fibroblast Subpopulations" (2018).

How the data were processed

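Fibroblasts were sorted from the back skin of mice at postnatal day 2 and their RNA was measured on Affymetrix Mouse Gene 2.0 ST arrays, a platform whose probe sets cover whole transcripts. Skin was separated with dispase and trypsin and the dermis was digested with collagenase before flow sorting. The study describes mice in which a green fluorescent protein reports Pdgfra, a receptor of fibroblasts, and sorted the fluorescent cells into 4 populations: papillary cells that were CD26+ and Sca1-, Dlk1+Sca1- cells, Dlk1+Sca1+ cells and Dlk1-Sca1+ cells. The labels name the first population CD26+ without Sca1. The labels give 3 arrays per population, 12 in all, and call each a biological replicate, and the study speaks of different mice. They also give the genotype as wild type, so the use of reporter mice for these arrays rests on the paper.

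The values are log2 expression values as deposited by the authors, 1 per probe set and array. How they were summarised and normalised is not given in the sources used here, and mm10 is the genome build in the submitters' processing notes. Values ran from 1.41 to 14.05 and the array medians lay between 5.38 and 5.51, so the arrays had been brought to a similar scale and no further normalisation was applied. Compression of low signals by background on arrays makes a log2 difference of a dim gene smaller than the change in RNA. No signal against background was given per probe set, and the number of arrays sets the precision.

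Of 41345 probe sets, 23521 had 1 gene symbol in the platform annotation, 1814 had several and 16010 had none here. Only probe sets with 1 symbol were used, and for the 1082 genes with more than 1 such probe set the one with the highest mean over the 12 arrays was kept, which left 22180 genes. Gene positions are those of the GRCm38.p6 annotation, the same build as mm10, matched by Entrez identifier for 21994 genes. Ly6a, which encodes Sca1, and Fbn1, which the study names, had no probe set with a single symbol here, so neither is reported.

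One Dlk1-Sca1+ sample was excluded by the study, which reports that it grouped with Dlk1+Sca1+ and held more Dlk1 than the others and lays this to a fault of the sort, without stating its number. A rule drawn from this description before the data were examined took it to be the Dlk1-Sca1+ array that had both the highest Dlk1 of its group and a higher mean correlation with the Dlk1+Sca1+ arrays than with its own group. Replicate 3 met the rule (Dlk1 8.69 against 8.09 and 8.32, mean r 0.06 against -0.07) and was left out, so that Dlk1-Sca1+ had 2 arrays in the comparisons and 11 arrays were fitted.

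All 6 pairwise comparisons were made with limma (version 3.58.1, in R 4.3.3, with statmod 1.5.0): lmFit with 1 mean per population, then eBayes with a mean trend and robust fitting, two-sided, with 7 residual degrees of freedom before moderation. P-values were adjusted by the Benjamini-Hochberg method within each comparison and a gene was called at an adjusted p of 0.05. A gene set a population apart if its log2 difference was at least 1 and its adjusted p passed against all 3 other populations. Differences are given as log2 with the standard error of the fit, levels as mean log2 with the SD over arrays, and "rose" or "higher" refers to the population named first. In every comparison each called gene had all arrays of one population above all arrays of the other, an order that chance gives 10% of genes for 3 against 3 arrays and 20% for 2 against 3.

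Gene lists, 28 in number, were fixed before the data were examined, as were the tests, the alternatives and the rule for which genes are named. They held gate markers, study-named genes, Wnt feedback and target genes, Wnt ligands with receptors and secreted modulators, upper dermis markers, dermal condensate and papilla markers, preadipocyte regulators, adipocyte and lipid storage genes, and cell cycle genes. Matrix was covered by lists of collagens, elastic fibres, basement membrane, and proteases with their inhibitors, and signalling by chemokines and cytokines, complement, interferon response, fascia and adventitia progenitor genes, TGF-beta response, and immediate early genes. Lists of other cells covered skeletal muscle, endothelium, pericytes, leukocytes, mast cells, keratinocytes, Schwann cells with melanocytes, and red blood cells, and a last list held sex-linked genes. The 25 lists tested were compared with all other genes by limma's camera with a preset correlation between genes of 0.01 and again with an estimated correlation, adjusted over all lists and comparisons. Gate markers, red blood cell markers and sex-linked genes had fewer than 5 measured members and were not tested.

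Genes were named by rule: per comparison the 6 largest rises and 6 largest falls among called genes whose arrays did not overlap, passing over predicted genes, microRNAs, small nucleolar RNAs, olfactory and vomeronasal receptors and antigen receptor segments, with the gate markers and study-named genes, and up to 3 called rises and falls of each list or its largest difference where no member was called. For the genes that set a population apart the 8 with the largest difference could be named.

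The tests were checked on simulated data in which 200 of the 22180 genes were changed. At 2-fold, the test recovered 75.0% of them for CD26+ against Dlk1+Sca1-, 77.0% for Dlk1+Sca1+ against Dlk1+Sca1-, 60.5% for Dlk1-Sca1+ against Dlk1+Sca1-, 73.5% for CD26+ against Dlk1+Sca1+, 54.0% for CD26+ against Dlk1-Sca1+ and 64.0% for Dlk1-Sca1+ against Dlk1+Sca1+. At 4-fold the shares were 96.5% to 99.0%, and at 1.5-fold no more than 1% was recovered in any comparison. Camera recovered 5 of 5 shifted lists of 20 genes in each comparison. The simulated genes varied independently of each other. This check therefore cannot show how the preset correlation performs on lists whose genes vary together. In the real lists the estimated correlation reached 0.35, for keratinocyte markers.

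The alternatives were the fit with all 12 arrays, leaving out each of the 11 arrays in turn, the replicate number as a block, array weights, eBayes without trend or robust fitting, fitting only the groups compared, quantile normalisation, centring arrays on their medians, leaving out the 40% dimmest genes, adjustment over all 6 comparisons together, a 2-fold minimum, the methods' t-test, and for lists the estimated correlation. Where an arm was left with 1 array, its spread was taken from the other populations. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.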

Results

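Gene expression was compared between 4 fibroblast populations sorted from neonatal mouse dermis, with 3 arrays each and 2 for Dlk1-Sca1+, where 1 of 3 was left out. CD26+ cells are the study's papillary fibroblasts, from the layer next to the epidermis. Dlk1+Sca1- cells are its reticular fibroblasts, from the deeper layer rich in collagen. Dlk1+Sca1+ and Dlk1-Sca1+ cells are its pre-adipocyte populations. CD26 is the peptidase encoded by Dpp4 (chromosome 2, 62330073 to 62412315). Dlk1 (chromosome 12, 109452485 to 109463336) encodes a membrane protein that restrains adipocyte differentiation, and Sca1 is the surface antigen encoded by Ly6a. Positions are on mm10 and span the whole gene. No pair of the 12 arrays had identical values (Pearson's r across genes 0.958 to 0.983). P-values measure the spread between the arrays fitted, labelled as biological replicates, which the study describes as from different mice.

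Array profiles followed the sorted populations except in Dlk1-Sca1+. Over all named genes, centred per gene, 9 of 12 arrays correlated best with the other arrays of their own population. The 3 others were the Dlk1-Sca1+ arrays. Replicates 1 and 2 correlated best with CD26+ (mean r 0.02 and 0.10) and replicate 3 with Dlk1+Sca1+ (mean r 0.06), where the mean with their own population includes the array left out. Replicates 1 and 2 correlated with each other at r = 0.05, which for replicate 1 is above its mean with CD26+. These correlations are across genes, which are not independent replicates.

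**Figure D1:**
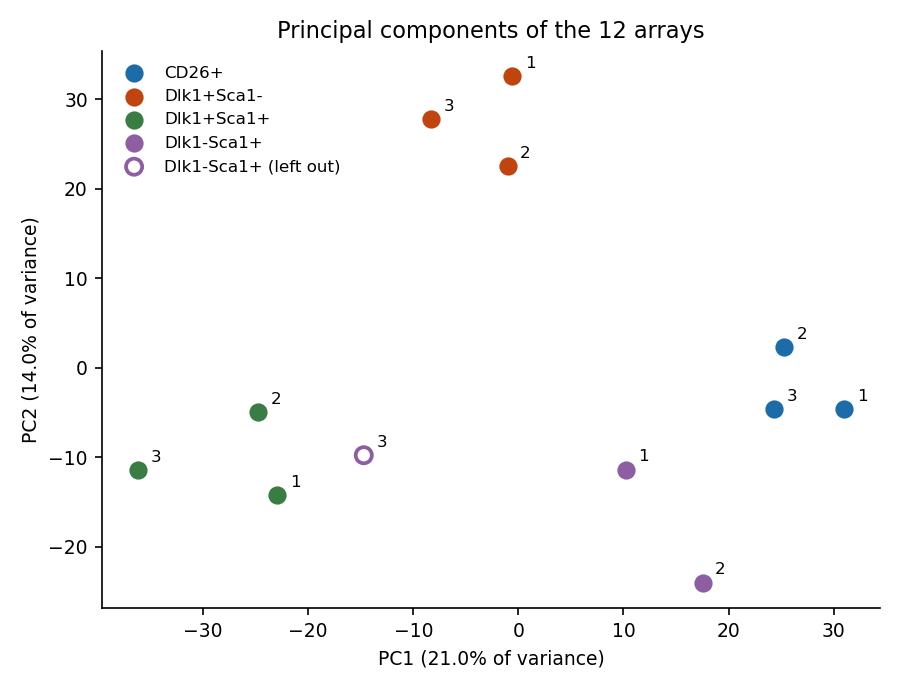
The 12 arrays by the first (21.0% of variance) and second (14.0%) principal component of the log2 values of all named genes, centred per gene, with 1 point per array, coloured by population, and an open circle for the Dlk1-Sca1+ array left out of the comparisons. CD26+ arrays lie at one end of the first component and Dlk1+Sca1+ arrays at the other, and the Dlk1+Sca1- arrays lie highest on the second.

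The gate markers were read first, as a check of the labels and not as a finding, because the cells had been sorted on these proteins. Dlk1 was 9.93 ± 0.17 in Dlk1+Sca1- and 10.13 ± 0.08 in Dlk1+Sca1+ (SD, n = 3 each), against 8.57 ± 0.11 in CD26+ (n = 3). In Dlk1-Sca1+ it was 8.37 ± 0.30 with all 3 arrays and 8.20 ± 0.17 without the array left out (n = 2). Dpp4 was highest in CD26+ at 10.30 ± 0.27 and lowest in Dlk1+Sca1- at 8.47 ± 0.66, with 9.22 ± 0.16 in Dlk1+Sca1+ (n = 3 each) and 10.05 ± 0.11 in Dlk1-Sca1+ (n = 2). Pdgfra, the reporter gene of the sort, ranged from 8.70 ± 0.07 in Dlk1+Sca1- (n = 3) to 9.45 ± 0.08 in Dlk1-Sca1+ (n = 2). The Sca1 gate was not checked, since Ly6a is not named here.

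CD26+ cells were compared with Dlk1+Sca1- cells to see what separates papillary from reticular fibroblasts, with 3 arrays each. Papillary cells held more RNA of Sytl2, a vesicle trafficking gene whose product binds Rab27 (log2 difference 2.54 ± 0.23 SE, adjusted p = 0.00024), and of the lectin-domain membrane protein gene Chodl (2.37 ± 0.18, adjusted p = 5.82e-05). They also held more Dscam, a neuronal adhesion molecule (2.23 ± 0.23, adjusted p = 0.000695), and Efnb2, an ephrin ligand (1.96 ± 0.27, adjusted p = 0.00399). Reticular cells held more of the secreted metalloprotease gene Adamts18 (-2.51 ± 0.30, adjusted p = 0.00148) and of Cilp, which encodes a matrix protein of cartilage (-2.43 ± 0.35, adjusted p = 0.00528). Limma called 243 of 22180 genes, 145 higher and 98 lower in CD26+, and in each the arrays of the populations did not overlap, an order that chance gives 10% of genes. The count was 137 with all 12 arrays, at unchanged differences. It was 61, 136 and 101 without CD26+ replicate 1, 2 and 3, and 127 without Dlk1+Sca1- replicate 1. Of the 48 named genes called, 18 were called in all 11 fits that left out 1 more array and 30 were called with all 12 arrays.

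Among the 16 measured study-named genes, 4 rose and 5 fell over all genes, and 4 rose and 7 fell adjusted over the list alone. The study named these genes in its report on these same arrays, so their count is not independent evidence. Of the 16, 11 also belong to other lists, as does 1 gate marker, so tests of those lists are not fully independent. Entpd1 (chromosome 19, 40612366 to 40741602), which encodes CD39, an enzyme that breaks down extracellular ATP, rose by 1.44 ± 0.21 (adjusted p = 0.00528). With all 12 arrays, at the same difference, it was not called (adjusted p = 0.117). Cxcl12, the chemokine that binds CXCR4 (-0.97 ± 0.14, adjusted p = 0.00528), and Akap12, a kinase scaffold (-1.72 ± 0.24, adjusted p = 0.0048), were lower in CD26+. The Wnt pathway transcription factor gene Lef1 differed by 0.09 ± 0.27 and was not called (adjusted p = 0.935).

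Axin2 (chromosome 11, 108917828 to 108950783), a feedback inhibitor induced by canonical Wnt signals, rose in CD26+ by 1.03 ± 0.20 (adjusted p = 0.0229). That call ended without CD26+ replicate 1 (adjusted p = 0.0786) or 2 (0.079) or Dlk1+Sca1- replicate 2 (0.0776) or 3 (0.0574). It also ended with all 12 arrays (adjusted p = 0.0894) and in a fit of only the 2 groups compared (0.0925). Of the 18 measured Wnt feedback and target genes, 1 rose over all genes, and 5 rose and 1 fell adjusted over the list alone. The list as a whole lay slightly higher in CD26+ (median 0.11, camera adjusted p = 0.0445, and adjusted p = 0.252 with an estimated correlation). This shift also ended without CD26+ replicate 1 (adjusted p = 0.1) or 2 (0.11) or Dlk1+Sca1- replicate 2 (0.0659) or 3 (0.16). Leaving out Dlk1-Sca1+ replicate 1 or 2 ended it too. So did all 12 arrays (median unchanged, adjusted p = 0.112), quantile normalisation (0.122) and leaving out the 40% dimmest genes (0.222). Of the 40 Wnt ligands, receptors and secreted modulators, 2 rose and 2 fell over all genes, and 4 rose and 2 fell adjusted over the list alone, and the list was not called (median -0.02, camera adjusted p = 0.791). The receptor Fzd4 was lower in CD26+ (-1.19 ± 0.15, adjusted p = 0.00243). Tcf4, a basic helix-loop-helix factor that shares an alias with the Wnt pathway gene Tcf7l2, rose by 0.72 ± 0.14 (adjusted p = 0.0263), a call that ended without CD26+ replicate 1 (adjusted p = 0.144), CD26+ replicate 2 (0.102), Dlk1+Sca1- replicate 2 (0.0602) or Dlk1+Sca1- replicate 3 (0.0522), with all 12 arrays (adjusted p = 0.199), without trend or robust fitting (adjusted p = 0.0697) and in a fit of only the 2 groups compared (adjusted p = 0.0999). Tcf7l2 was lower (-0.69 ± 0.11, adjusted p = 0.0102), a call that ended without CD26+ replicate 1 (adjusted p = 0.0664) or CD26+ replicate 3 (0.0541), with all 12 arrays (adjusted p = 0.114) and in a fit of only the 2 groups compared (adjusted p = 0.0581).

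Cell cycle genes were higher in CD26+ than in Dlk1+Sca1- cells (median 0.51, camera adjusted p = 2.5e-14), and of 27 measured, 1 rose over all genes, and 13 rose adjusted over the list alone. Chemokines and cytokines lay lower (median -0.26, camera adjusted p = 1.78e-05), where of 31, 3 fell over all genes, and 6 fell adjusted over the list alone. Of the 22 preadipocyte regulators, 1 fell over all genes, and 1 rose and 4 fell adjusted over the list alone (median -0.16, camera adjusted p = 0.00255). Dermal condensate and papilla markers, genes of the mesenchyme of hair follicles, lay lower in CD26+ (median -0.28, camera adjusted p = 1.47e-05, and adjusted p = 0.245 with an estimated correlation). Of these 26, 4 fell over all genes, and 2 rose and 11 fell adjusted over the list alone. On Dlk1+Sca1- replicate 3, 23 of 26 members were lowest among its arrays (median difference -0.55). Bmp3, a secreted factor, was lower (-1.83 ± 0.28, adjusted p = 0.00756), a call that ended without CD26+ replicate 1 (adjusted p = 0.0544). Basement membrane genes lay lower too (median -0.39, camera adjusted p = 0.0151, and adjusted p = 0.367 with an estimated correlation), a call that ended without Dlk1+Sca1- replicate 2 (adjusted p = 0.218). Of these 20, 3 rose and 3 fell over all genes, and 4 rose and 10 fell adjusted over the list alone, and Col15a1, the chain of collagen XV, was lower (-1.13 ± 0.16, adjusted p = 0.00436), a call not reached with all 12 arrays (adjusted p = 0.0561). Of 15 upper dermis markers, 3 rose and 1 fell over all genes, and 6 rose and 2 fell adjusted over the list alone, and the list was not called (median 0.06, camera adjusted p = 0.0712). Lrig1, an inhibitor of epidermal growth factor receptors, rose by 1.63 ± 0.17 (adjusted p = 0.000788). Skeletal muscle markers lay lower in CD26+ (median -0.25, camera adjusted p = 0.000485): of 31, no member passed limma over all genes, 9 did at an unadjusted p under 0.05 and 1 rose and 1 fell adjusted over the list alone. Pericyte markers also lay lower (median -0.23, camera adjusted p = 0.00471, and adjusted p = 0.222 with an estimated correlation), a call that ended without Dlk1+Sca1- replicate 2 (adjusted p = 0.104). TGF-beta response genes lay lower (median -0.12, camera adjusted p = 0.047, and adjusted p = 0.436 with an estimated correlation), and of 20, no member passed limma over all genes, 5 did at an unadjusted p under 0.05 and 3 fell adjusted over the list alone. That call ended in 9 of the 11 fits with 1 array left out (highest adjusted p = 0.306). Here 4 of the 9 list calls also held with an estimated correlation (highest adjusted p = 0.0439), those of preadipocyte regulators, chemokines and cytokines, cell cycle genes and skeletal muscle markers.

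**Figure D2:**
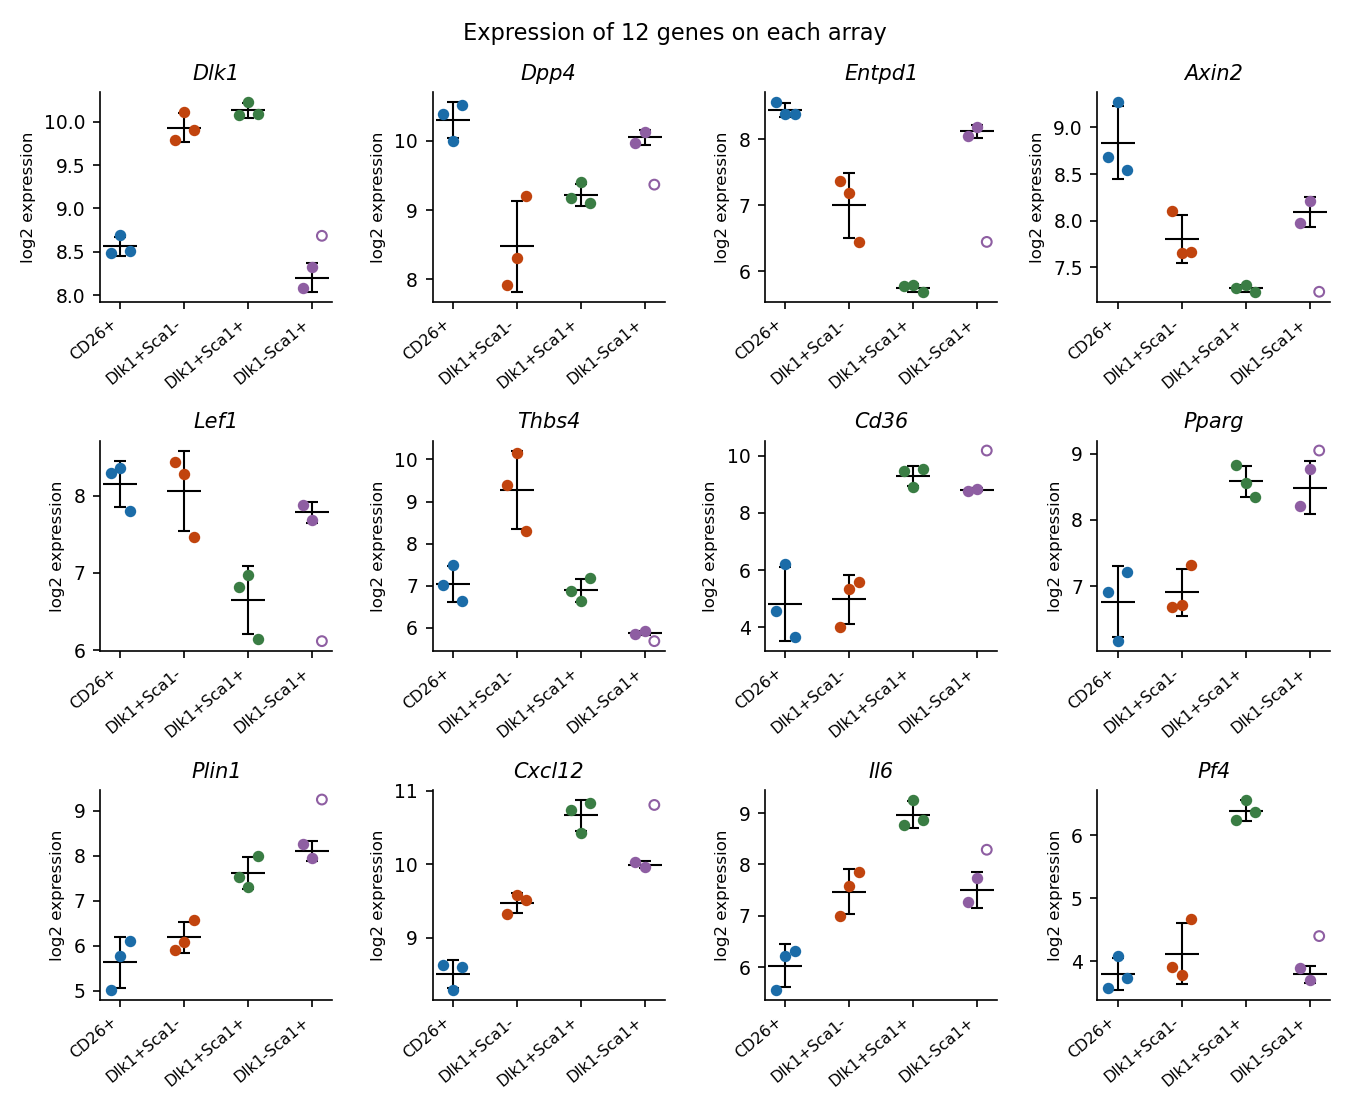
Log2 expression of 12 genes in the 4 populations, with 1 point per array, an open circle for the Dlk1-Sca1+ array left out of the comparisons, and a bar for the mean ± SD of the arrays compared (n = 3, and n = 2 for Dlk1-Sca1+). Entpd1 is lowest and Cxcl12, Il6 and Pf4 are highest in Dlk1+Sca1+, while Thbs4 is highest in Dlk1+Sca1- at a mean of 9.28.

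Dlk1+Sca1+ pre-adipocytes were compared with Dlk1+Sca1- reticular cells, both sorted for Dlk1, with 3 arrays each. Cd36 (chromosome 5, 17781690 to 17888959), which encodes a fatty acid transporter, was higher in the pre-adipocytes by 4.32 ± 0.58 (adjusted p = 0.00657). The steroid dehydrogenase gene Akr1c18 was higher by 2.98 ± 0.22 (adjusted p = 5.78e-05), Pi16, a marker of fascia progenitors, by 2.29 ± 0.21 (adjusted p = 0.000289), and Cxcl12 by 1.19 ± 0.14 (adjusted p = 0.00139). Genes lower in Dlk1+Sca1+ included Prex2, an exchange factor for Rac (-3.29 ± 0.34, adjusted p = 0.000678), and Rspo3, a secreted enhancer of Wnt signalling (-1.97 ± 0.20, adjusted p = 0.000445). The retinoic acid binding protein gene Crabp1 (-2.35 ± 0.29, adjusted p = 0.00208) and the integrin gene Itga8 (-2.22 ± 0.26, adjusted p = 0.00117) were lower as well. Limma called 274 genes, 144 higher and 130 lower, so that 52.6% were higher, against 64.3% after centring arrays on their medians. The count was 99 without Dlk1+Sca1- replicate 1, 149 without Dlk1+Sca1+ replicate 1, 177 without Dlk1+Sca1+ replicate 2 and 130 without Dlk1+Sca1+ replicate 3. Of 62 named genes called, 26 were called in all 11 fits with 1 more array left out and 45 with all 12 arrays.

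Adipogenic genes were higher in Dlk1+Sca1+. Of the 22 preadipocyte regulators, 4 rose and 1 fell over all genes, and 7 rose and 1 fell adjusted over the list alone (median 0.32, camera adjusted p = 0.000714). Pparg, the nuclear receptor that drives adipogenesis, rose by 1.67 ± 0.27 (adjusted p = 0.00887), a call that ended without Dlk1+Sca1- replicate 1 (adjusted p = 0.0521). Cd24a, a surface marker of early adipocyte precursors, fell by 1.75 ± 0.23 (adjusted p = 0.00369). Fabp4, a fatty acid binding protein of adipocytes, differed by 2.82 ± 0.80 and was not called (adjusted p = 0.177). Of 26 adipocyte and lipid storage genes, 2 rose over all genes, and 2 rose adjusted over the list alone (median 0.19, camera adjusted p = 0.00337, and adjusted p = 0.0922 with an estimated correlation). Fascia and adventitia progenitor genes lay higher (median 0.68, camera adjusted p = 8.59e-11), and of 18, 6 rose and 1 fell over all genes, and 9 rose and 1 fell adjusted over the list alone. Among the 16 study-named genes, again not independent evidence, 6 rose and 3 fell over all genes, and 10 rose and 6 fell adjusted over the list alone (median 1.09, camera adjusted p = 0.00429, and adjusted p = 0.174 with an estimated correlation).

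Markers of the upper dermis were lower in Dlk1+Sca1+ than in Dlk1+Sca1- (median -0.75, camera adjusted p = 1.33e-06), and of 15, 6 fell over all genes, and 2 rose and 8 fell adjusted over the list alone. Dermal condensate and papilla markers lay lower too (median -0.80, camera adjusted p = 6.77e-13, and adjusted p = 0.0973 with an estimated correlation). Of these 26, 7 fell over all genes, and 1 rose and 17 fell adjusted over the list alone. Again 23 of 26 were lowest on Dlk1+Sca1- replicate 3 (median difference -0.55). Wnt feedback and target genes lay lower (median -0.35, camera adjusted p = 2.99e-05, and adjusted p = 0.0551 with an estimated correlation), and of 18, 1 rose and 4 fell over all genes, and 1 rose and 8 fell adjusted over the list alone. Chemokines and cytokines lay higher (median 0.16, camera adjusted p = 4.25e-05). Of 31, 4 rose over all genes, and 9 rose adjusted over the list alone, and Ccl7, which attracts monocytes, rose by 1.59 ± 0.22 (adjusted p = 0.00386). Leukocyte markers lay higher with them (median 0.45, camera adjusted p = 6.17e-11), and of 22, 4 rose over all genes, and 13 rose adjusted over the list alone. The platelet and macrophage chemokine Pf4 rose by 2.27 ± 0.22 (adjusted p = 0.000374) and the macrophage mannose receptor gene Mrc1 by 1.25 ± 0.15 (adjusted p = 0.0014). Immediate early genes, which respond to tissue dissociation, lay higher (median 0.43, camera adjusted p = 1.13e-06, and adjusted p = 0.205 with an estimated correlation). Of 29, 1 rose over all genes, and 5 rose adjusted over the list alone, and Atf3 rose by 0.83 ± 0.11 (adjusted p = 0.00285).

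Collagen and collagen assembly genes lay higher in Dlk1+Sca1+ than in Dlk1+Sca1- (median 0.24, camera adjusted p = 0.000752, and adjusted p = 0.142 with an estimated correlation), and of 39, 3 rose and 1 fell over all genes, and 12 rose and 3 fell adjusted over the list alone. Pcolce2, an enhancer of procollagen processing, rose by 1.59 ± 0.23 (adjusted p = 0.00431). Elastic fibre genes lay higher (median 0.26, camera adjusted p = 0.00538, and adjusted p = 0.146 with an estimated correlation), but not after quantile normalisation (adjusted p = 0.0711), and of 17, 1 rose and 1 fell over all genes, and 4 rose and 2 fell adjusted over the list alone, with Efemp1, which encodes fibulin-3, higher by 2.03 ± 0.26 (adjusted p = 0.00285). TGF-beta response and myofibroblast genes went both ways and were not called as a list (median -0.13, camera adjusted p = 0.228). Of these 20, 1 rose and 4 fell over all genes, and 4 rose and 5 fell adjusted over the list alone, with the contractile gene Tagln lower (-1.19 ± 0.18, adjusted p = 0.00599) and the matrix gene Thbs1 higher (0.95 ± 0.14, adjusted p = 0.00406). Here 5 of the 17 list calls also held with an estimated correlation (highest adjusted p = 0.0375), those of upper dermis markers, preadipocyte regulators, chemokines and cytokines, fascia and adventitia progenitor genes and leukocyte markers.

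Pericyte and smooth muscle markers lay lower in Dlk1+Sca1+ than in Dlk1+Sca1- (median -0.19, camera adjusted p = 0.00192, and adjusted p = 0.19 with an estimated correlation), a call that ended without Dlk1+Sca1- replicate 2 (adjusted p = 0.0512). Of these 16, 3 fell over all genes, and 4 fell adjusted over the list alone. Skeletal muscle markers lay lower (median -0.10, camera adjusted p = 0.0418, and adjusted p = 0.114 with an estimated correlation), a call that ended without Dlk1+Sca1- replicate 1 (adjusted p = 0.0911), Dlk1+Sca1- replicate 2 (0.064), Dlk1+Sca1+ replicate 1 (0.103) or Dlk1+Sca1+ replicate 2 (0.0513), and after quantile normalisation (adjusted p = 0.0848). Of 31, 1 fell over all genes, and 1 fell adjusted over the list alone. Cell cycle genes lay lower (median -0.13, camera adjusted p = 0.00674, and adjusted p = 0.245 with an estimated correlation), a call that ended without Dlk1+Sca1- replicate 2 (adjusted p = 0.175), and of 27, 1 fell over all genes, and 1 fell adjusted over the list alone. Matrix proteases and inhibitors lay higher (median 0.17, camera adjusted p = 0.00913, and adjusted p = 0.19 with an estimated correlation), a call that ended without Dlk1+Sca1- replicate 3 (adjusted p = 0.0801), and after quantile normalisation (adjusted p = 0.0537), and of 27, 3 rose and 1 fell over all genes, and 9 rose and 1 fell adjusted over the list alone.

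Dlk1-Sca1+ pre-adipocytes were compared with Dlk1+Sca1- reticular cells, with 2 arrays against 3. Akr1c18 was higher in the pre-adipocytes by 2.18 ± 0.25 (adjusted p = 0.00244), and Cilp was lower (-3.33 ± 0.39, adjusted p = 0.00276). The lipid droplet coat gene Plin1 was higher by 1.92 ± 0.31 (adjusted p = 0.0175), a call that ended without Dlk1+Sca1- replicate 1 (adjusted p = 0.0665), Dlk1-Sca1+ replicate 1 (0.144) or Dlk1-Sca1+ replicate 2 (0.0981). Thbs4, a matrix thrombospondin, was lower (-3.40 ± 0.42, adjusted p = 0.0041), a call that ended without Dlk1-Sca1+ replicate 1 (adjusted p = 0.0505) or Dlk1-Sca1+ replicate 2 (0.0527), and in a fit of only the 2 groups compared (adjusted p = 0.0856). Limma called 131 genes, 76 higher and 55 lower, so that 58.0% were higher, against 44.9% after quantile normalisation and 70.9% after centring arrays on their medians. Each had arrays that did not overlap, an order that chance gives 20% of genes for 2 against 3 arrays. The count was 77 without CD26+ replicate 1, 85 without CD26+ replicate 3, 51 without Dlk1+Sca1- replicate 1, 41 without Dlk1-Sca1+ replicate 1 and 20 without Dlk1-Sca1+ replicate 2. Of 31 named genes called, 3 were called in all 11 fits with 1 more array left out (Akr1c18, Cilp and the gate marker Dlk1) and 20 with all 12 arrays.

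Among the 16 study-named genes, which are not independent evidence, 4 rose and 1 fell over all genes, and 8 rose and 2 fell adjusted over the list alone (median 0.53, camera adjusted p = 0.00018, and adjusted p = 0.0922 with an estimated correlation). Cd36 rose by 3.84 ± 0.65 (adjusted p = 0.0356), a call that ended without CD26+ replicate 1 (adjusted p = 0.0595), Dlk1+Sca1- replicate 1 (0.077), Dlk1+Sca1- replicate 2 (0.0622), Dlk1+Sca1+ replicate 1 (0.058), Dlk1+Sca1+ replicate 3 (0.0563), Dlk1-Sca1+ replicate 1 (0.163) or Dlk1-Sca1+ replicate 2 (0.217). Pparg rose by 1.58 ± 0.30 (adjusted p = 0.0365), a call that ended without CD26+ replicate 1 (adjusted p = 0.0589), Dlk1+Sca1- replicate 1 (0.122), Dlk1+Sca1- replicate 2 (0.0825), Dlk1+Sca1+ replicate 1 (0.0529), Dlk1+Sca1+ replicate 2 (0.0594), Dlk1-Sca1+ replicate 1 (0.094) or Dlk1-Sca1+ replicate 2 (0.318), after quantile normalisation (adjusted p = 0.0502) and in a fit of only the 2 groups compared (adjusted p = 0.116). The preadipocyte regulators as a list were not called (median -0.06, camera adjusted p = 0.71), and of 22, 3 rose and 1 fell over all genes, and 5 rose and 3 fell adjusted over the list alone. Of 26 adipocyte and lipid storage genes, 1 rose over all genes, and 4 rose adjusted over the list alone (median 0.17, camera adjusted p = 0.00562, and adjusted p = 0.106 with an estimated correlation). The list was not called without the 40% dimmest genes (adjusted p = 0.118), and with all 12 arrays its median grew to 0.29 (adjusted p = 3.71e-05).

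Cell cycle genes were higher in Dlk1-Sca1+ than in reticular cells (median 0.69, camera adjusted p = 1.92e-19), and of 27, 1 rose over all genes, and 22 rose adjusted over the list alone. The median was 0.46 (adjusted p = 4.8e-10) with all 12 arrays. The spindle checkpoint kinase gene Bub1 rose by 1.22 ± 0.18 (adjusted p = 0.00974), a call that ended without Dlk1-Sca1+ replicate 1 (adjusted p = 0.0944) or Dlk1-Sca1+ replicate 2 (0.0585), with all 12 arrays (adjusted p = 0.21) and in a fit of only the 2 groups compared (adjusted p = 0.113). Fascia and adventitia progenitor genes lay higher (median 0.31, camera adjusted p = 0.000142), and of 18, 5 rose and 1 fell over all genes, and 7 rose and 1 fell adjusted over the list alone, with a median of 0.47 (adjusted p = 8.42e-07) on all 12 arrays. Dermal condensate and papilla markers lay lower (median -0.39, camera adjusted p = 1.8e-07, and adjusted p = 0.193 with an estimated correlation), and of 26, 5 fell over all genes, and 1 rose and 11 fell adjusted over the list alone, with 23 of 26 lowest on replicate 3 among the Dlk1+Sca1- arrays (median difference -0.55). Skeletal muscle markers lay lower (median -0.22, camera adjusted p = 0.00235): of 31, no member passed limma over all genes, 6 did at an unadjusted p under 0.05 and none did adjusted over the list alone. Pericyte markers lay lower as well (median -0.40, camera adjusted p = 0.00116, and adjusted p = 0.18 with an estimated correlation). TGF-beta response genes lay lower (median -0.23, camera adjusted p = 0.0339, and adjusted p = 0.392 with an estimated correlation), a call that ended without Dlk1+Sca1- replicate 1 (adjusted p = 0.167), Dlk1+Sca1- replicate 2 (0.227) or Dlk1-Sca1+ replicate 1 (0.343), and of 20, no member passed limma over all genes, 4 did at an unadjusted p under 0.05 and 1 fell adjusted over the list alone. Here 3 of the 8 list calls also held with an estimated correlation (highest adjusted p = 0.0375), those of fascia and adventitia progenitor genes, cell cycle genes and skeletal muscle markers.

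CD26+ papillary cells were compared with Dlk1+Sca1+ pre-adipocytes, with 3 arrays each, and this comparison gave the largest count of the 6. Papillary cells held more Chodl (3.08 ± 0.18, adjusted p = 2.54e-06), Entpd1 (2.69 ± 0.21, adjusted p = 1.54e-05), Crabp1 (2.63 ± 0.29, adjusted p = 0.000247) and Trps1, which encodes a zinc finger transcription factor (2.61 ± 0.18, adjusted p = 4.25e-06). Pre-adipocytes held more Cd36 (-4.48 ± 0.58, adjusted p = 0.00184), Akr1c18 (-3.71 ± 0.22, adjusted p = 2.54e-06) and Car3, a carbonic anhydrase of adipocytes (-3.95 ± 0.52, adjusted p = 0.00166). Limma called 826 genes, 454 higher and 372 lower in CD26+, of which 422 differed at least 2-fold. After quantile normalisation 383 were higher and 408 lower. The count was 546 with adjustment over all 6 comparisons, and 426 without CD26+ replicate 1, 532 without CD26+ replicate 2, 540 without CD26+ replicate 3 and 507 without Dlk1+Sca1+ replicate 3. Of 79 named genes called, 59 were called in all 11 fits with 1 more array left out and 69 with all 12 arrays.

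Wnt feedback and target genes were higher in CD26+ than in Dlk1+Sca1+ cells (median 0.73, camera adjusted p = 1.02e-06), and of 18, 8 rose and 1 fell over all genes, and 10 rose and 1 fell adjusted over the list alone. Axin2 rose by 1.56 ± 0.20 (adjusted p = 0.000493) and Apcdd1, a secreted inhibitor induced by Wnt, by 1.74 ± 0.20 (adjusted p = 0.000224). Lef1 rose by 1.51 ± 0.27 (adjusted p = 0.00653), a call not reached with all 12 arrays (adjusted p = 0.0743). Lgr5, a receptor for R-spondins, was the member that fell (-1.87 ± 0.23, adjusted p = 0.000475). Of the 40 Wnt ligands, receptors and modulators, 7 rose and 3 fell over all genes, and 7 rose and 4 fell adjusted over the list alone, and the list was not called (median 0.09, camera adjusted p = 0.14). Among them Rspo3 (2.50 ± 0.20, adjusted p = 1.72e-05) and the secreted inhibitor Dkk2 (2.16 ± 0.25, adjusted p = 0.000247) were higher and Fzd4 was lower (-2.45 ± 0.15, adjusted p = 2.69e-06). Tcf7l2, a transcription factor of the pathway, was lower (-1.11 ± 0.11, adjusted p = 8.95e-05). Tcf4 was higher (1.27 ± 0.14, adjusted p = 0.000168).

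Among the 16 study-named genes, which are not independent evidence, 6 rose and 9 fell over all genes, and 6 rose and 10 fell adjusted over the list alone in CD26+ against Dlk1+Sca1+ (median -1.88, camera adjusted p = 0.00136, and adjusted p = 0.137 with an estimated correlation). Cxcl12 (-2.16 ± 0.14, adjusted p = 3.15e-06), the cytokine Il6 (-2.94 ± 0.26, adjusted p = 3e-05) and Pparg (-1.82 ± 0.27, adjusted p = 0.00179) were lower. Cxcl1, a chemokine for neutrophils, differed by -1.94 ± 0.48 and was not called (adjusted p = 0.0578). Chemokines and cytokines lay lower in CD26+ (median -0.65, camera adjusted p = 4.08e-11), and of 31, 8 fell over all genes, and 13 fell adjusted over the list alone. Leukocyte markers lay lower with them (median -0.44, camera adjusted p = 2.1e-10), and of 22, 5 fell over all genes, and 11 fell adjusted over the list alone, with Pf4 lower (-2.59 ± 0.22, adjusted p = 2.75e-05). Of 29 immediate early genes, 6 fell over all genes, and 13 fell adjusted over the list alone (median -0.42, camera adjusted p = 5.45e-09, and adjusted p = 0.144 with an estimated correlation).

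Cell cycle genes were higher in CD26+ (median 0.70, camera adjusted p = 7.59e-18), and of 27, 10 rose over all genes, and 20 rose adjusted over the list alone, among them the ubiquitin-conjugating enzyme gene Ube2c (1.16 ± 0.17, adjusted p = 0.00193) and the topoisomerase gene Top2a (1.08 ± 0.18, adjusted p = 0.00408). Upper dermis markers lay higher (median 0.88, camera adjusted p = 1.63e-08), and of 15, 7 rose and 1 fell over all genes, and 9 rose and 1 fell adjusted over the list alone. Preadipocyte regulators lay lower (median -0.48, camera adjusted p = 5.19e-08), and of 22, 1 rose and 7 fell over all genes, and 1 rose and 10 fell adjusted over the list alone. Of 26 adipocyte and lipid storage genes, 4 fell over all genes, and 5 fell adjusted over the list alone (median -0.20, camera adjusted p = 0.000161), with Plin1 lower (-1.98 ± 0.28, adjusted p = 0.00135). Fascia and adventitia progenitor genes lay lower (median -0.34, camera adjusted p = 0.000299), and of 18, 1 rose and 5 fell over all genes, and 2 rose and 6 fell adjusted over the list alone. Dermal condensate and papilla markers lay higher (median 0.26, camera adjusted p = 0.00412, and adjusted p = 0.447 with an estimated correlation), though not without the 40% dimmest genes (adjusted p = 0.0848), and of 26, 5 rose and 3 fell over all genes, and 9 rose and 3 fell adjusted over the list alone.

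Collagen and collagen assembly genes lay lower in CD26+ than in Dlk1+Sca1+ (median -0.19, camera adjusted p = 7.24e-06, and adjusted p = 0.0625 with an estimated correlation). Of 39, 10 fell over all genes, and 1 rose and 17 fell adjusted over the list alone, and Tnxb, which encodes tenascin-X, was lower (-1.43 ± 0.16, adjusted p = 0.000252). Of 17 elastic fibre genes, 4 fell over all genes, and 6 fell adjusted over the list alone (median -0.27, camera adjusted p = 0.000116, and adjusted p = 0.0598 with an estimated correlation). Of 27 matrix proteases and inhibitors, 1 rose and 3 fell over all genes, and 4 rose and 11 fell adjusted over the list alone (median -0.24, camera adjusted p = 0.000416, and adjusted p = 0.0977 with an estimated correlation). Basement membrane genes went both ways and were not called as a list (median -0.09, camera adjusted p = 0.493), and of 20, 3 rose and 5 fell over all genes, and 4 rose and 7 fell adjusted over the list alone. Col7a1, the collagen of anchoring fibrils, rose by 1.59 ± 0.16 (adjusted p = 8.04e-05) and Col15a1 was lower (-1.76 ± 0.16, adjusted p = 3.76e-05). Here 8 of the 16 list calls also held with an estimated correlation (highest adjusted p = 0.0439), those of Wnt feedback and target genes, upper dermis markers, preadipocyte regulators, adipocyte and lipid storage genes, chemokines and cytokines, fascia and adventitia progenitor genes, cell cycle genes and leukocyte markers.

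CD26+ papillary cells against Dlk1-Sca1+ pre-adipocytes, with 3 arrays against 2, gave the smallest count of the 6. The study describes its papillary cells as Sca1-, the label does not, and Ly6a is not named here, so a difference in Sca1 between these populations was not checked. Akr1c18 (-2.92 ± 0.25, adjusted p = 0.000584), Cxcl12 (-1.49 ± 0.16, adjusted p = 0.00253) and Bmper, a secreted modulator of bone morphogenetic proteins (-2.12 ± 0.22, adjusted p = 0.00253), were lower in the papillary cells. Plin1 was lower (-2.47 ± 0.31, adjusted p = 0.00974), a call that ended without Dlk1-Sca1+ replicate 1 (adjusted p = 0.108). Entpd1 differed by 0.33 ± 0.24 (adjusted p = 0.984) and Axin2 by 0.74 ± 0.22 (adjusted p = 0.63), and neither was called. Limma called 19 genes, 2 higher and 17 lower in CD26+, against 1224 at an unadjusted p under 0.05. The count was 8 without CD26+ replicate 1, 11 without CD26+ replicate 2 or replicate 3, 9 without Dlk1+Sca1+ replicate 1 or replicate 2, 12 without Dlk1+Sca1+ replicate 3 or Dlk1-Sca1+ replicate 1, 29 with all 12 arrays and 57 with adjustment over all 6 comparisons. Of 13 named genes called, 3 were called in all 11 fits with 1 more array left out and 11 with all 12 arrays.

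Adipogenic lists were lower in CD26+ than in Dlk1-Sca1+. Of 26 adipocyte and lipid storage genes, 3 fell over all genes, and 8 fell adjusted over the list alone (median -0.14, camera adjusted p = 1.13e-06). Of 22 preadipocyte regulators, no member passed limma over all genes, 6 did at an unadjusted p under 0.05 and 4 fell adjusted over the list alone (median -0.15, camera adjusted p = 6e-05). These medians were -0.22 (adjusted p = 2.46e-09) and -0.23 (adjusted p = 2.66e-07) with all 12 arrays. Cd36 (-3.99 ± 0.65, adjusted p = 0.0864) and Pparg (-1.72 ± 0.30, adjusted p = 0.0737) were not called. Among the 16 study-named genes, which are not independent evidence, 2 fell over all genes, and 2 rose and 10 fell adjusted over the list alone (median -1.06, camera adjusted p = 4.07e-08). Of the 18 Wnt feedback and target genes, no member passed limma over all genes, 4 did at an unadjusted p under 0.05 and none did adjusted over the list alone (median 0.20, camera adjusted p = 0.112). Cell cycle genes lay slightly lower (median -0.16, camera adjusted p = 0.000793, and adjusted p = 0.18 with an estimated correlation), and of 27, no member passed limma over all genes, 1 did at an unadjusted p under 0.05 and none did adjusted over the list alone. That call ended without Dlk1-Sca1+ replicate 2 (adjusted p = 0.124), and with all 12 arrays the median turned to 0.047 (adjusted p = 0.604). Keratinocyte markers lay higher in CD26+ (median 0.41, camera adjusted p = 0.000558, and adjusted p = 0.319 with an estimated correlation), a call that ended without CD26+ replicate 2 (adjusted p = 0.0618), and without the 40% dimmest genes (adjusted p = 0.243). Of these 19, no member passed limma over all genes, 7 did at an unadjusted p under 0.05 and 3 rose and 1 fell adjusted over the list alone. Here 3 of the 9 list calls also held with an estimated correlation (highest adjusted p = 0.0341), those of study-named genes, preadipocyte regulators and adipocyte and lipid storage genes.

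Upper dermis markers lay higher in CD26+ than in Dlk1-Sca1+ (median 0.25, camera adjusted p = 0.0339, and adjusted p = 0.244 with an estimated correlation), a call that ended without CD26+ replicate 1 (adjusted p = 0.121) or Dlk1-Sca1+ replicate 1 (0.277), and without the 40% dimmest genes (adjusted p = 0.0656), and of 15, no member passed limma over all genes, 1 did at an unadjusted p under 0.05 and none did adjusted over the list alone. Its median was 0.38 (adjusted p = 0.000645) with all 12 arrays. Chemokines and cytokines lay lower (median -0.05, camera adjusted p = 0.00569, and adjusted p = 0.114 with an estimated correlation), a call that ended without Dlk1-Sca1+ replicate 2 (adjusted p = 0.103), and of 31, 2 fell over all genes, and 4 fell adjusted over the list alone. Fascia and adventitia progenitor genes lay lower (median -0.14, camera adjusted p = 0.00476, and adjusted p = 0.0551 with an estimated correlation), a call that ended without Dlk1-Sca1+ replicate 2 (adjusted p = 0.0688), and of 18, 1 fell over all genes, and 3 fell adjusted over the list alone. Matrix proteases and inhibitors lay slightly lower (median -0.05, camera adjusted p = 0.0339, and adjusted p = 0.245 with an estimated correlation), a call that ended without CD26+ replicate 2 (adjusted p = 0.103) or Dlk1-Sca1+ replicate 2 (0.422), and after quantile normalisation (adjusted p = 0.0706), and of 27, no member passed limma over all genes, 4 did at an unadjusted p under 0.05 and 4 fell adjusted over the list alone. Their median with all 12 arrays was -0.10 (adjusted p = 0.0127).

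Dlk1-Sca1+ and Dlk1+Sca1+ pre-adipocytes were compared with each other, with 2 arrays against 3. Dlk1-Sca1+ cells held more Entpd1 (2.36 ± 0.24, adjusted p = 0.000299), more Trps1 (2.30 ± 0.20, adjusted p = 0.000125) and more Cks2, a subunit of cyclin-dependent kinases (2.23 ± 0.20, adjusted p = 0.000179). With all 12 arrays Entpd1 (adjusted p = 0.0627) and Cks2 (adjusted p = 0.0963) were not called. Dlk1+Sca1+ cells held more Pf4 (-2.60 ± 0.25, adjusted p = 0.000258), more of the growth factor gene Ptn (-2.33 ± 0.27, adjusted p = 0.0013) and more of the complement inhibitor gene Serping1 (-1.55 ± 0.19, adjusted p = 0.00174). Pparg (-0.09 ± 0.30, adjusted p = 0.956) and Cd36 (-0.49 ± 0.65, adjusted p = 0.872) were not called. Limma called 263 genes, 144 higher and 119 lower in Dlk1-Sca1+, against 121 higher and 131 lower after quantile normalisation. The count was 88 with all 12 arrays, and 148 without Dlk1+Sca1+ replicate 1, 170 without Dlk1+Sca1+ replicate 2, 147 without Dlk1+Sca1+ replicate 3 and 83 without Dlk1-Sca1+ replicate 1 or replicate 2. Of 51 named genes called, 16 were called in all 11 fits with 1 more array left out and 21 with all 12 arrays.

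Cell cycle genes were higher in Dlk1-Sca1+ than in Dlk1+Sca1+ cells (median 0.84, camera adjusted p = 8.03e-27), and of 27, 11 rose over all genes, and 23 rose adjusted over the list alone, with Bub1 higher by 1.58 ± 0.18 (adjusted p = 0.000886) and Ube2c by 1.54 ± 0.20 (adjusted p = 0.00174). With all 12 arrays Bub1 was not called (adjusted p = 0.0717). Upper dermis markers lay higher (median 0.51, camera adjusted p = 3.86e-07), and of 15, 5 rose over all genes, and 7 rose and 1 fell adjusted over the list alone. Wnt feedback and target genes lay higher (median 0.71, camera adjusted p = 2.75e-05, and adjusted p = 0.0551 with an estimated correlation), with a median of 0.47 (adjusted p = 0.0098) on all 12 arrays. Of these 18, 4 rose and 1 fell over all genes, and 10 rose and 1 fell adjusted over the list alone, and Rspo3 of the Wnt modulators rose by 2.03 ± 0.22 (adjusted p = 0.000749), a call not reached with all 12 arrays (adjusted p = 0.129). Chemokines and cytokines lay lower in Dlk1-Sca1+ (median -0.50, camera adjusted p = 6.07e-09), and of 31, 2 fell over all genes, and 8 fell adjusted over the list alone. Leukocyte markers lay lower with them (median -0.45, camera adjusted p = 1.63e-08). Of 22, 3 fell over all genes, and 10 fell adjusted over the list alone, including Mrc1 (-1.46 ± 0.17, adjusted p = 0.00118). Elastic fibre genes lay lower (median -0.33, camera adjusted p = 2.23e-05), and of 17, 2 fell over all genes, and 5 fell adjusted over the list alone. Collagen genes lay lower (median -0.26, camera adjusted p = 1.03e-06, and adjusted p = 0.0537 with an estimated correlation), and of 39, 6 fell over all genes, and 2 rose and 13 fell adjusted over the list alone. Of 29 immediate early genes, 2 fell over all genes, and 8 fell adjusted over the list alone (median -0.42, camera adjusted p = 6.05e-08, and adjusted p = 0.174 with an estimated correlation). Among the 16 study-named genes, which are not independent evidence, 3 rose and 4 fell over all genes, and 5 rose and 6 fell adjusted over the list alone (median -0.29, camera adjusted p = 0.916). Here 5 of the 13 list calls also held with an estimated correlation (highest adjusted p = 0.0487), those of upper dermis markers, elastic fibre and microfibril genes, chemokines and cytokines, cell cycle genes and leukocyte markers.

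Preadipocyte regulators lay lower in Dlk1-Sca1+ than in Dlk1+Sca1+ (median -0.25, camera adjusted p = 0.00783, and adjusted p = 0.0598 with an estimated correlation), and of 22, 1 fell over all genes, and 1 fell adjusted over the list alone. That call ended without Dlk1+Sca1+ replicate 1 (adjusted p = 0.0549) or Dlk1-Sca1+ replicate 1 (0.0854), and with all 12 arrays (median -0.06, adjusted p = 0.103). Adipocyte and lipid storage genes were not called (median 0.01, camera adjusted p = 0.809), and of 26, no member passed limma over all genes, 3 did at an unadjusted p under 0.05 and none did adjusted over the list alone. Fascia and adventitia progenitor genes lay lower (median -0.24, camera adjusted p = 0.0339, and adjusted p = 0.115 with an estimated correlation), a call that ended without Dlk1+Sca1+ replicate 1 (adjusted p = 0.0765), Dlk1+Sca1+ replicate 3 (0.0929) or Dlk1-Sca1+ replicate 1 (0.157), and with all 12 arrays (adjusted p = 0.205). Of 18, 1 fell over all genes, and 2 rose and 4 fell adjusted over the list alone. Matrix proteases and inhibitors lay lower (median -0.21, camera adjusted p = 0.0198, and adjusted p = 0.222 with an estimated correlation), a call that ended without Dlk1+Sca1+ replicate 1 (adjusted p = 0.0684) or Dlk1-Sca1+ replicate 1 (0.232), and with all 12 arrays (median -0.13, adjusted p = 0.0544) or without the 40% dimmest genes (adjusted p = 0.0656). Of 27, 1 fell over all genes, and 2 rose and 4 fell adjusted over the list alone.

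**Figure D3:**
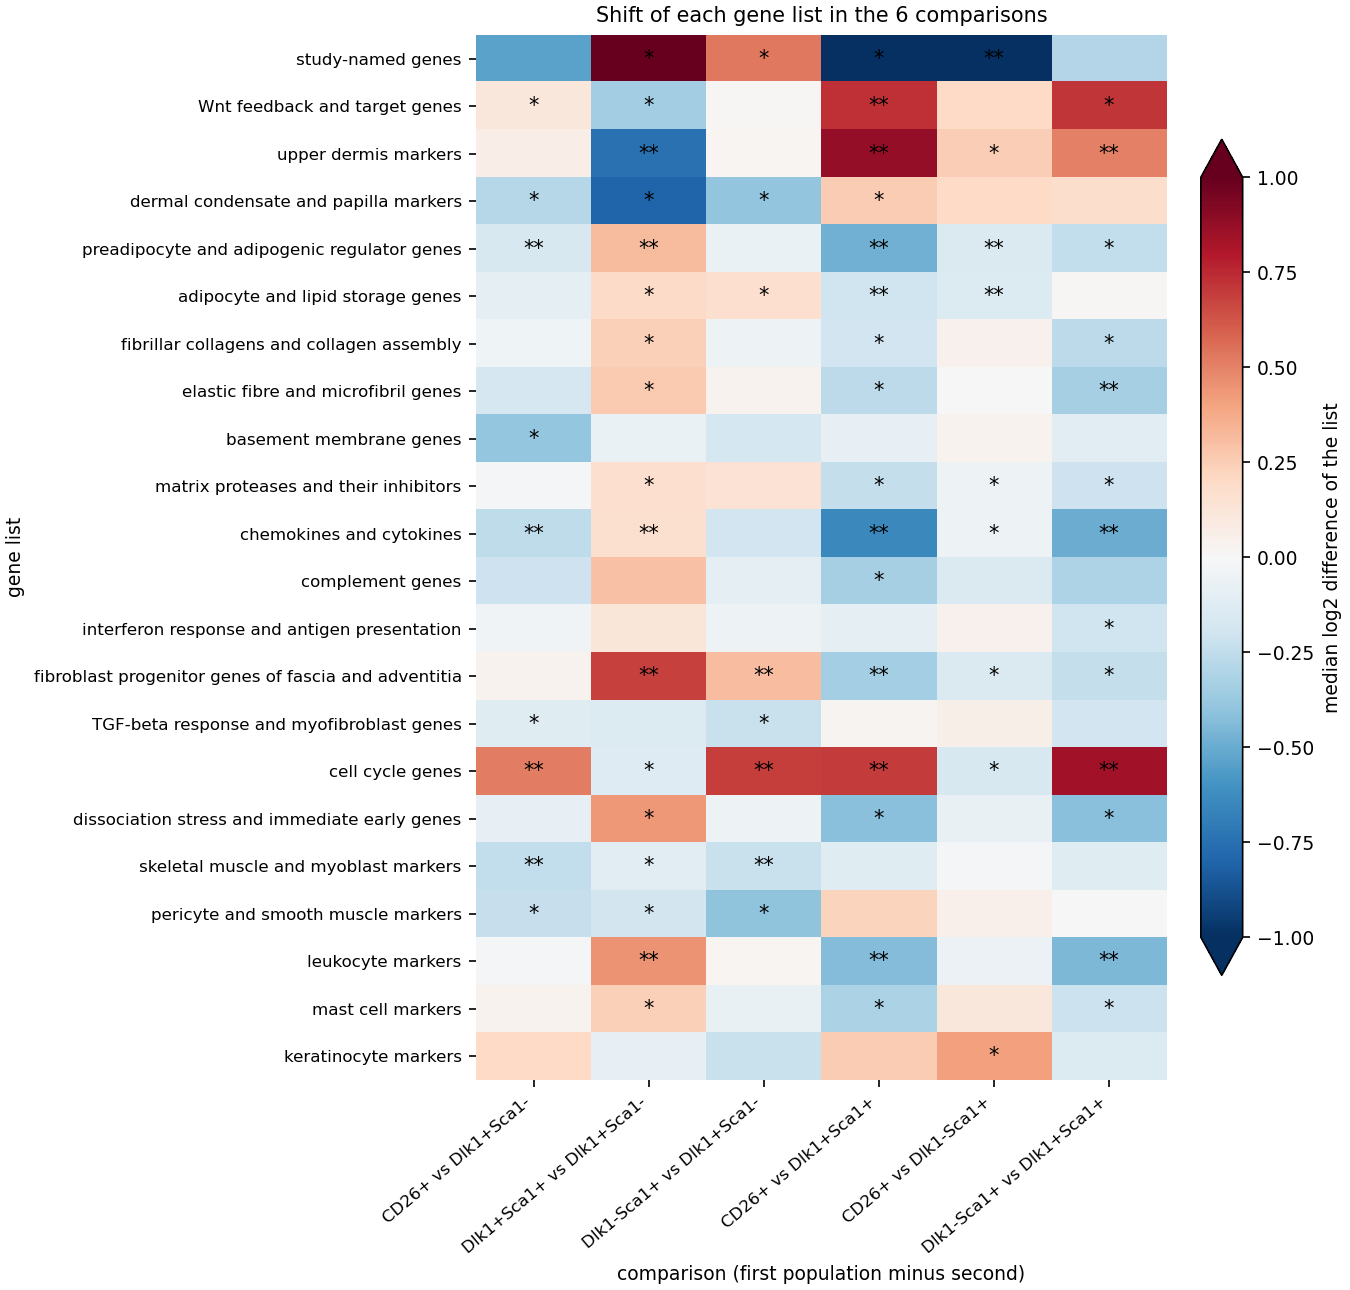
Median log2 difference of each gene list (lines) in each of the 6 pairwise comparisons (columns), as colour, for the 22 lists called at least once, with 1 star for a camera adjusted p under 0.05 at the preset correlation and 2 stars where an estimated correlation also gave one. With the preset correlation 72 of 150 tests passed and with the estimated correlation 28.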

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

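The tests of RNA shares and of the Dlk1 level in this part were chosen only after the result was seen.

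The Dlk1-Sca1+ array left out of the comparisons, replicate 3, was singled out because adipocyte genes were high on it in data that no comparison used. Adipoq, an adipocyte hormone gene, stood at 7.86 there against at most 6.24 on the 11 other arrays, and Plin1 at 9.25 against at most 8.26. Leaving out these 2 genes, 10 of the 24 other measured adipocyte and lipid storage genes were highest on this array, where 2 are expected by chance (binomial p = 1.06e-05). They were Aqp7, Car3, Cidec, Dgat2, Gpd1, Lipe, Mlxipl, Pcx, Plin4 and Pnpla2. Of all 22180 genes, 1807 (8.15%) were highest on it. The arrays are not alike, since this list lay higher in both Sca1+ populations than in CD26+ and Dlk1+Sca1-. Genes of a list are also not independent of each other, so no conclusion is drawn from the binomial p-value. Margins over the highest other array ran from Dgat2 (5.68 against 5.66) to Car3 (9.79 against 8.57).

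The profile of this array correlated best with the Dlk1+Sca1+ arrays. Its Dlk1 lay below the mean of the Dlk1+Sca1+ arrays (-1.44), which argues against a Dlk1+Sca1+ sample under another label. A mixture with Dlk1+Sca1+ cells would need 1 share of RNA for all genes. Genes higher there gave 39.3% (84 genes, 35.8% to 43.3% over 6 pairs of arrays). Genes lower there gave 73.8% (114 genes, 67.6% to 79.2%). Both sets were chosen on the arrays used as baseline, so mixing stays open. Cells further along adipogenesis in this sorted sample stay open as a hypothesis with the 10 genes above, and mature adipocytes in the sample would raise the same genes, although a sort on Sca1 and the Pdgfra reporter should remove them. The study describes the sample of this population that it excluded as grouping with Dlk1+Sca1+ and holding more Dlk1 than the others, and takes a fault of the sort as the most likely reason. Only replicate 3 fits the description, although its number is not given.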

How the results depend on the processing

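The alternatives for sets of lower genes were the only ones in this part chosen only after the result was seen. Of 270 alternative values for counts of genes, sets, lists and arrays, 194 stayed within 1.5 times the count first reported and 76 moved further. The causes of these moves were not tested unless stated. With all 12 arrays the count was 137 for CD26+ against Dlk1+Sca1-, 88 for Dlk1-Sca1+ against Dlk1+Sca1+ and 29 for CD26+ against Dlk1-Sca1+. In comparisons without Dlk1-Sca1+ the added array changed only the pooled spread, not the differences. Array weights gave 371 for CD26+ against Dlk1+Sca1-. Fitting only the groups compared, which leaves fewer degrees of freedom, gave 109 for CD26+, 118 for Dlk1+Sca1+ and 26 for Dlk1-Sca1+ against Dlk1+Sca1-. Adjustment over all 6 comparisons gave 546 for CD26+ against Dlk1+Sca1+ and 57 against Dlk1-Sca1+. A 2-fold minimum, which can only lower a count, left 133 for CD26+ and 174 for Dlk1+Sca1+ against Dlk1+Sca1-, and 422 for CD26+ against Dlk1+Sca1+.

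The methods' t-test, in the order CD26+, Dlk1+Sca1+ and Dlk1-Sca1+ against Dlk1+Sca1-, CD26+ against Dlk1+Sca1+ and against Dlk1-Sca1+, and Dlk1-Sca1+ against Dlk1+Sca1+, gave 2365, 1897, 1851, 2893, 1310 and 1823 genes at an unadjusted p under 0.05. After adjustment it gave 0, 0, 0, 5, 0 and 0, against limma's 243, 274, 131, 826, 19 and 263. In the same order, leaving out 1 array gave ranges of 61 to 265, 99 to 355, 20 to 175, 426 to 967, 8 to 25 and 83 to 351.

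Sets of genes higher in a population than in each other moved too. For Dlk1+Sca1+ the 18 genes became 8 with all 12 arrays, 36 with no minimum difference and 9 to 24 with 1 array left out. For Dlk1+Sca1- the 13 genes became 2 with only the groups compared and 1 to 25 with 1 array left out. For CD26+ limma's 1 gene became 0 with only the groups compared (7 at an unadjusted p under 0.05 in the full fit) and 0 to 2 with 1 array left out, and for Dlk1-Sca1+ limma's 0 (11 at an unadjusted p under 0.05) stayed within 0 to 8. Sets of lower genes moved from 8 to between 1 and 10 for CD26+ and from 1 to between 0 and 6 for Dlk1+Sca1-. For Dlk1+Sca1+ 21 moved to between 7 and 29, and for Dlk1-Sca1+ 0 became 1 with no minimum difference. The 7 called gate marker differences ranged from 5 to 9 with 1 array left out.

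For lists the 72 calls became 28 with an estimated correlation and 63 to 80 with 1 array left out. Cell cycle genes in CD26+ against Dlk1-Sca1+ reversed from -0.16 to 0.047 with all 12 arrays, where the call was lost. Of 408 results for named genes, 284 of them called, all 12 arrays ended 88 calls and added 7, only the groups compared ended 86 and added 3, and eBayes without trend or robust fitting ended 36 and added 2. Quantile normalisation ended 17 and added 3, and centring on medians ended 15 and added 2. No alternative reversed a called named gene. After centring, the median difference of all genes lay between -0.03 and 0.07 over the 6 comparisons. Without the 40% dimmest genes, which leaves fewer genes to adjust over, no named call among the 377 results left was lost and 11 were added. Signal against background was not given, so changes in genes near it stay unmeasured.

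Replicate numbers recur across populations, but whether they pair arrays is not stated. Over 18 pairs with the same number, deviations correlated at -0.05 to 0.23 (median 0.05, 3 pairs over 0.1), against a median of -0.01 for other pairs, and 10 of 12 arrays correlated best with their own number, a hint from the data and not the design. With the replicate number as a block the counts in the order above were 275, 337, 136, 944, 23 and 244, the genes of Dlk1+Sca1- numbered 20 in place of 13, the lower genes 9 for CD26+, 0 for Dlk1+Sca1- and 17 for Dlk1+Sca1+, and 81 lists were called. The block ended 18 of the named gene calls, among them Cd36 in Dlk1-Sca1+ against Dlk1+Sca1- (adjusted p = 0.0634), and added 9, and it ended 1 list call, interferon response in Dlk1-Sca1+ against Dlk1+Sca1+ (adjusted p = 0.063), and added 10.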

Other observations

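The test of leukocyte genes other than Pf4 and Mrc1, the test of Ptprc and the alternatives for sets of lower genes in this part were chosen only after the result was seen.

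Some genes set a population apart from all 3 others, with a log2 difference of at least 1. Dlk1+Sca1- had 13 such genes that were higher, led by Thbs4 (9.28 ± 0.93 SD against 7.05 in CD26+, 6.89 in Dlk1+Sca1+ and 5.88 in Dlk1-Sca1+), Prex2, the transcription factor gene Tfap2c, Snhg14, Prom1, Smoc1, the phosphatase gene Alpl and Adamts20. Its only lower gene was Scnm1. Dlk1+Sca1+ had 18 higher genes, led by Pf4 (6.39 ± 0.16 against 3.80, 4.12 and 3.80 in CD26+, Dlk1+Sca1- and Dlk1-Sca1+), Lbp, Lilrb4a, Adam23, Il6, Lgr5, Rtl3 and Vegfd. Its 21 lower genes were led by Ndnf, Trps1, Rspo3, Crabp1, Robo1, Zdhhc2, Mef2c and Mme. CD26+ had 8 lower genes, Car3 (4.18 against 7.02, 8.13 and 8.29 in Dlk1+Sca1-, Dlk1+Sca1+ and Dlk1-Sca1+), Slco2a1, Igfbp7, Calcrl, Fzd4, Ccl7, Col15a1 and Lepr. Its 1 higher gene was the small nucleolar RNA Snord42b, which the naming rule passes over and which is given after its values were seen. For Dlk1-Sca1+ limma called 0 genes in either direction, with 11 higher at an unadjusted p under 0.05.

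These sets depended on single arrays. The 13 genes of Dlk1+Sca1- became 4 without CD26+ replicate 1, CD26+ replicate 3 or Dlk1+Sca1- replicate 1, 25 without Dlk1+Sca1- replicate 3, 7 without Dlk1+Sca1+ replicate 1, 2 without Dlk1-Sca1+ replicate 1 and 1 without Dlk1-Sca1+ replicate 2. The 18 of Dlk1+Sca1+ became 11 without Dlk1+Sca1+ replicate 3, 9 without Dlk1-Sca1+ replicate 1 and 11 without Dlk1-Sca1+ replicate 2. The 1 gene of CD26+, Snord42b, gave way to 2 others without CD26+ replicate 1 and to 1 other without CD26+ replicate 3, and there were none without Dlk1+Sca1- replicate 1 or 2 or Dlk1-Sca1+ replicate 1 or 2. For Dlk1-Sca1+ there were 7 genes without its replicate 1 and 8 without its replicate 2.

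Sets of lower genes were as unstable. The 8 of CD26+ became 2 without CD26+ replicate 1 or 2, 4 without CD26+ replicate 3, 2 without Dlk1+Sca1+ replicate 1 or 2, 4 without Dlk1+Sca1+ replicate 3 and 1 without Dlk1-Sca1+ replicate 1 or 2. With all 12 arrays 5 were called, 3 of them among the 8, and with only the groups compared 1. Against Dlk1+Sca1-, Slco2a1 was not called without CD26+ replicate 1 (adjusted p = 0.0817), CD26+ replicate 3 (0.0736) or Dlk1+Sca1- replicate 1 (0.0765), and Car3 not without CD26+ replicate 1 (adjusted p = 0.111), CD26+ replicate 2 (0.0887) or CD26+ replicate 3 (0.104), nor with all 12 arrays (adjusted p = 0.057). Ccl7 was not called without CD26+ replicate 1 (adjusted p = 0.126), CD26+ replicate 2 (0.0844), CD26+ replicate 3 (0.0936), Dlk1+Sca1- replicate 2 (0.0929) or Dlk1+Sca1- replicate 3 (0.0724), nor with all 12 arrays (adjusted p = 0.0578). The 21 of Dlk1+Sca1+ became 9 without Dlk1+Sca1- replicate 1, 8 without Dlk1-Sca1+ replicate 1, 7 without Dlk1-Sca1+ replicate 2, 11 with all 12 arrays and 9 with only the groups compared. Against Dlk1-Sca1+, Ndnf (adjusted p = 0.203), Rspo3 (adjusted p = 0.129) and Crabp1 (adjusted p = 0.417) were not called with all 12 arrays. Scnm1 was no longer lower in Dlk1+Sca1- than in each other without CD26+ replicate 1 or 3, Dlk1+Sca1- replicate 1 or 3, any 1 array of Dlk1+Sca1+ or Dlk1-Sca1+ replicate 1 or 2. There were 6 such genes without Dlk1+Sca1- replicate 2 and 4 without its replicate 3.

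The lists not yet described held few called genes. Of 12 complement genes in CD26+ against Dlk1+Sca1+, 1 rose and 2 fell over all genes, and 1 rose and 5 fell adjusted over the list alone (median -0.33, camera adjusted p = 0.00531, and adjusted p = 0.0598 with an estimated correlation). Of 24 interferon response and antigen presentation genes there, 1 fell over all genes, and 1 fell adjusted over the list alone, with the antigen presentation gene B2m lower (-0.61 ± 0.15, adjusted p = 0.0394), and the list was not called (median -0.10, camera adjusted p = 0.112). The B2m call ended without CD26+ replicate 2 or 3, Dlk1+Sca1- replicate 1 or Dlk1+Sca1+ replicate 1 or 3 (adjusted p = 0.051 to 0.157). It ended too without Dlk1-Sca1+ replicate 1 or 2, and without trend or robust fitting (adjusted p = 0.0943). Adjustment over all 6 comparisons (adjusted p = 0.0787) and a fit of only the 2 groups compared (0.0772) also ended it. In Dlk1-Sca1+ against Dlk1+Sca1+ the interferon list lay lower (median -0.20, camera adjusted p = 0.0388, and adjusted p = 0.165 with an estimated correlation), where no member passed limma over all genes, 3 did at an unadjusted p under 0.05 and none did adjusted over the list alone. That call ended without Dlk1+Sca1+ replicate 2 (adjusted p = 0.0999), Dlk1+Sca1+ replicate 3 (0.0537) or Dlk1-Sca1+ replicate 1 (0.157), and with all 12 arrays (median -0.11, adjusted p = 0.105). Of 19 endothelial markers in CD26+ against Dlk1+Sca1+, 1 fell over all genes, and 1 fell adjusted over the list alone, the receptor gene Tek (-2.11 ± 0.25, adjusted p = 0.000373), and the list was not called (median 0.02, camera adjusted p = 0.602). In Dlk1+Sca1+ against Dlk1+Sca1-, of 14 Schwann cell and melanocyte markers, 1 rose over all genes, and 1 rose adjusted over the list alone, the myelin gene Pmp22 (0.56 ± 0.12, adjusted p = 0.0473), and the list was not called (median 0.10, camera adjusted p = 0.493). The Pmp22 call ended in every fit with 1 array left out (adjusted p = 0.0524 to 0.182). It also ended without trend or robust fitting (adjusted p = 0.116) and with array weights (0.0515). Quantile normalisation (adjusted p = 0.107) and a fit of only the 2 groups compared (0.145) ended it too. Of 10 mast cell markers there, no member passed limma over all genes, 5 did at an unadjusted p under 0.05 and 2 rose adjusted over the list alone (median 0.24, camera adjusted p = 0.016, and adjusted p = 0.205 with an estimated correlation), a call that ended without Dlk1+Sca1- replicate 2 (adjusted p = 0.141) or Dlk1+Sca1+ replicate 3 (0.0602). The list lay lower in Dlk1-Sca1+ than in Dlk1+Sca1+ (median -0.21, camera adjusted p = 0.00337, and adjusted p = 0.142 with an estimated correlation), with a median of -0.12 (adjusted p = 0.0429) on all 12 arrays, where no member passed limma over all genes, 3 did at an unadjusted p under 0.05 and 2 fell adjusted over the list alone. It lay lower in CD26+ than in Dlk1+Sca1+ too (median -0.32, camera adjusted p = 0.0356, and adjusted p = 0.245 with an estimated correlation), a call that ended without CD26+ replicate 1 (adjusted p = 0.087), Dlk1+Sca1- replicate 2 (0.0502), Dlk1+Sca1+ replicate 1 (0.0544) or Dlk1+Sca1+ replicate 3 (0.0929), and after quantile normalisation (adjusted p = 0.0719), where no member passed limma over all genes, 5 did at an unadjusted p under 0.05 and none did adjusted over the list alone. Of 2 measured red blood cell markers none passed limma in any comparison, with at most 1 at an unadjusted p under 0.05. Xist, the RNA of the inactive X chromosome, lay between 11.62 and 12.08 on all 12 arrays, and the Y-linked genes Kdm5d, Eif2s3y and Uty averaged 3.01 with a highest value of 3.37. Of the 12 differences of Dlk1 and Dpp4, the gate markers of the sort, 7 were called.

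Leukocyte markers were higher in Dlk1+Sca1+ than in the other populations, led by Pf4 and Mrc1. Of the 20 other members, 7 lay above all 9 other arrays on each Dlk1+Sca1+ array (Fcer1g, Csf1r, Adgre1, C1qb, Itgax, C1qa and C1qc), a count that restates the shift of the list and that RNA of macrophages in the sorted cells and expression by the fibroblasts would both give, so neither is supported over the other. Ptprc, the leukocyte surface antigen gene, differed by 0.155 (3.35 against 3.19, near the 3.01 of the Y-linked genes), and this probe set is too close to the floor to decide whether the fibroblasts express these genes themselves. Apart from Pf4 and Mrc1, the members with the highest values in Dlk1+Sca1+ were Cd68 at 7.70 against 7.67, Tyrobp at 6.44 (a difference of 1.04) and C1qa at 6.25 against 5.80, though values of different probe sets do not rank abundance. The Pdgfra reporter gate that the study describes would remove macrophages, the labels call the mice wild type, and 0 of the 22 members belong to another list.

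Dermal condensate and papilla markers were lower on replicate 3 of Dlk1+Sca1- than on its other arrays, with 23 of 26 members lowest there and a median difference of -0.55. Dpp4 stood at 9.20 on it against 8.11. A mixture with Dlk1+Sca1+ cells would need 19.3% of their RNA from genes higher there (15.8% to 20.6% over 6 pairs of arrays) but 63.5% from genes lower there (58.5% to 67.1%). A mixture with CD26+ cells would need 18.2% (16.4% to 24.9%) but 63.6% (56.2% to 71.7%). The genes were chosen on the arrays used as baseline, so mixing stays open. No biological explanation was tested, so fewer condensate cells in this sort or another origin stay open too.

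The 6 arrays of a comparison make only 10 splits of 3 against 3, too few for a share under 0.05. In CD26+ against Dlk1+Sca1- the real split gave 243 genes and the highest other 0. These counts were 274 and 2 for Dlk1+Sca1+ against Dlk1+Sca1- and 826 and 0 for CD26+ against Dlk1+Sca1+. For lists, adjusted within the comparison, the real counts were 7, 17 and 16 and the highest others 7, 12 and 7 in the same order, with 4, 1 and 1 splits giving as many.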
